A study of Mus musculus with 2 samples.

How the data were processed

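Microglia were sorted by flow cytometry from the prefrontal cortex of C57BL/6 mice as CD45-low, CD11b-positive cells, per the series' design text, and profiled by single-cell RNA sequencing. CD45 and CD11b are surface proteins of blood-derived and myeloid cells, and microglia carry less CD45 than macrophages from blood. The labels name 2 groups, vehicle and corticosterone, with 1 library per group, and the design text says that corticosterone was given by oral gavage. The deposited files are named with other words, wild type and depression. Each file was assigned to its group through the sample record that lists it, and every direction in the report rests on that assignment. How many animals entered a library, their sex, the dose and the duration were not stated. Per the labels' protocols, tissue was digested with an enzyme at body temperature before the sort, libraries were built with a Singleron GEXSCOPE kit, and they were sequenced on an Illumina NovaSeq instrument.

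The deposited files hold raw UMI counts per gene and cell barcode, where a UMI is a molecular tag that counts each captured transcript a single time. Whole numbers and cell totals that differed from cell to cell showed that these counts had not been normalised. The aligner, the counting program, the genome build, the annotation and the rule that called cells were not stated, so no coordinates are given and genes carry the identifiers and symbols of the files. Both libraries listed the same 32589 features in the same order, of which 52 repeated a symbol, and the row listed earliest was used for a symbol that occurred more than 1 time.

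Cells were kept with at least 500 UMIs, at least 300 genes and at most 20% of UMIs in mitochondrial genes. This removed 55 of 10555 vehicle barcodes and 230 of 18113 corticosterone barcodes. Scrublet, as implemented in scanpy, was run in each library on its own and marked 0 of 10500 and 1 of 17883 cells at its automatic threshold. A caller that marks under 0.5% of a library of over 5000 cells was taken not to have worked, so no cell was removed as a doublet, and removal of the 6% of barcodes with the highest score was added as an alternative after the data had been seen.

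For clustering, UMIs were scaled to 10000 per cell and log-transformed, and 2000 variable genes among those detected in at least 10 cells, 30 principal components and 15 neighbours with Jaccard weights entered Leiden clustering at resolution 0.5 over both libraries together. A cluster was called X-like when at least 3 markers of the class were detected in at least 10% of its cells at 2 times or more their level in the other cells, the class with the most such markers being taken. Failing that, it was called microglia-like when at least 3 microglia markers were detected and their geometric mean was at least 0.5 times that of all cells. A cluster stayed unnamed when another class had more markers than its own among its 10 leading genes, or when its median UMI count relative to its library was under 33.3% with no marker of the class among those 10 genes. The markers of 17 classes were fixed before the data were examined, as were the gene lists, the filters, the rule for named genes and every alternative not described as added. The thresholds for naming clusters and the number of counts in the tests of the closing section were not fixed then.

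UMIs were summed over the microglia-like cells of each library, scaled to CPM, the count per 1e6 UMIs of that sum, and compared as the log2 ratio of corticosterone over vehicle. Genes with a mean CPM of at least 20 over both libraries entered the description. Named genes were the 6 with the highest and the 6 with the lowest log2 ratio among them, leaving out mitochondrial, ribosomal protein and predicted genes and 5 genes used to read sex (Xist, Ddx3y, Uty, Eif2s3y and Kdm5d), with other genes of the sex chromosomes kept, and for each gene list the members with the highest and lowest log2 ratio at that level. Of the 6 lowest, 1 is not reported here. For 14 lists, the median log2 ratio was taken over members with a mean CPM of at least 5, and its percentile was found among 10000 random lists of the same size drawn from 50 bins of mean expression. This percentile describes these libraries only. Il1b is in both the cytokine and the inflammasome list, and other genes are shared between lists as well. The share of cells with at least 1 UMI was compared after each cell had been thinned to 1000 UMIs, leaving out cells with fewer. Microglia-like cells were clustered again with each gene centred and scaled within its library (1500 variable genes, 20 components, resolution 0.4).

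With 1 library per group there was no test between groups. Intervals are at the 95% level, exact Poisson for sums of UMIs and their ratios, exact binomial (Clopper-Pearson) for shares of cells, and order-statistic intervals for medians over genes. They cover counting error, or the spread over genes for a list median, and not differences between animals. A count of 0 allows up to 3 counts.

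The ratio, its interval and the list percentile were tested on simulated data, with counts for 6576 genes drawn at the means and totals of the microglia-like libraries and 200 genes changed by known amounts. The direction was recovered for 100% of the changed genes, 95.2% of the intervals held the true ratio, and the median absolute error of the log2 ratio was 0.03. A list raised by design reached percentile 100, and unchanged lists lay between percentiles 9.00 and 65.4. These counts were independent Poisson draws, the form that the intervals assume, so coverage near 95% was given by the design. Genes of a list did not vary together in the draws. The simulation therefore checks the calculation and does not tell how intervals or list percentiles behave in real libraries.

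Alternatives were edgeR TMM factors, DESeq2 size factors, totals without mitochondrial and ribosomal protein genes, a stricter cell filter (at least 1000 UMIs and 800 genes, at most 10% mitochondrial), equal weight per cell, a rule per cell for microglia-like cells, all cells, thinning, other expression minimums (5 and 100 CPM, or none with 1 count added), other Leiden resolutions (0.3, 0.8 and 1.0), clustering without centring and other thinning depths (500 and 2000 UMIs). Added after the data had been seen were the Scrublet score alternative, counting unnamed cluster 11 as microglia-like, and leaving out a microglial cluster led by neutrophil genes. Transcript lengths and GC content came from GENCODE transcripts of the mouse, matched by gene identifier for 99.95% of 6603 genes. Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.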

Results

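Microglia, the resident macrophages of the brain, were profiled by single-cell RNA sequencing after a sort from the prefrontal cortex of C57BL/6 mice that had received vehicle or corticosterone, the main glucocorticoid of rodents, by mouth. Repeated corticosterone is used in mice as a model of depression with raised stress hormone, and the series asked about inflammatory gene expression of microglia in that model. There was 1 library per group, so the differences below had no replicate check, no p-value was computed, and intervals cover counting error only. Group and library, with any batch of cell isolation or preparation, could not be told apart.

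The vehicle library held 10500 cells after filtering with 49325067 UMIs in all, and the corticosterone library held 17883 cells with 85103539 UMIs. The median cell had 3220.5 UMIs and 1535 genes in vehicle and 3961 UMIs and 1787 genes in corticosterone. The median share of mitochondrial UMIs per cell was 2.67% in vehicle and 4.20% in corticosterone. Under the stricter cell filter, which moved depth the most, the medians were 3662.5 and 4099.5 UMIs. Because cells of the corticosterone library were deeper, shares of cells with a UMI are given after thinning to a fixed depth.

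The sort implies that most cells should carry microglia markers. Microglia-like cells made up 74.8% of the vehicle library (7858 cells, 95% interval 74.0 to 75.7%) and 85.2% of the corticosterone library (15229 cells, 84.6 to 85.7%). Border-associated macrophage-like cells, named after macrophages of the meninges and vessel walls, made up 10.1% (9.53 to 10.7%) in vehicle and 4.44% (4.14 to 4.75%) in corticosterone. Neutrophil-like cells made up 4.10% (3.72 to 4.49%) and 2.22% (2.01 to 2.45%), and erythroid cell-like barcodes 1.505% (1.28 to 1.76%) and 0.358% (0.276 to 0.457%). Endothelial cell-like barcodes held 0.381% (0.272 to 0.518%) of vehicle and 0.145% (0.095 to 0.213%) of corticosterone cells. Monocyte-like shares, 0.286% (0.193 to 0.408%) and 0.330% (0.251 to 0.425%), had overlapping intervals, but at Leiden resolution 0.3 they were 1.66% and 0.805%, so no order was read. The share left unnamed was 8.79% in vehicle and 7.35% in corticosterone, and 6.40% and 6.56% at that resolution. It was made up of cluster 5 (6.45% and 6.55%), with a median of 1089 and 1256 UMIs, cluster 9 (1.79% and 0.492%), led by class II histocompatibility genes, and cluster 11 (0.552% and 0.302%), led by Spp1 and Lpl. Cluster 5 had microglia markers at 0.722 times their level in all cells. It stayed unnamed for its depth, 0.324 times its library's median against a limit of 33.3%, with no microglia marker among its leading genes. Counting cluster 5 as microglia-like was not tried on its own. The setting that moved the microglia-like share most was a rule applied to each cell, under which 44.0% of vehicle and 60.4% of corticosterone cells were microglia-like. Barcodes of the other classes also carried transcripts of microglia markers. In macrophage-like barcodes, 4 microglia markers (Sall1, P2ry12, Tmem119 and Siglech) lay at a median of 0.820 times their microglia-like CPM in vehicle and 0.649 times in corticosterone. The classes may therefore not be pure cell types, although macrophages that transcribe these genes themselves were not ruled out.

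**Figure D1:**
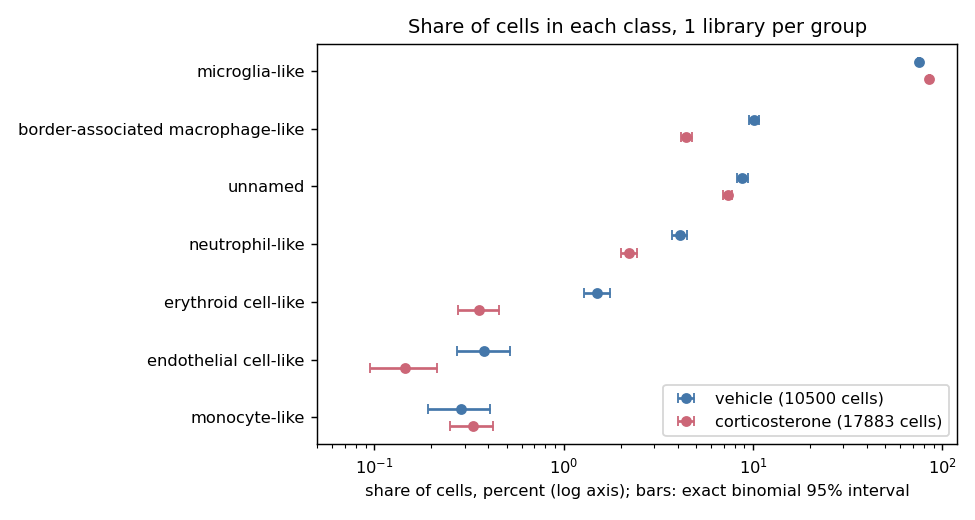
Share of cells in each class (percent, log axis) in the vehicle library (10500 cells, blue) and the corticosterone library (17883 cells, red), with bars for the exact binomial 95% interval. Microglia-like cells were 74.8% and 85.2% of the libraries, and macrophage-like cells 10.1% and 4.44%.

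The 2 libraries separated within the microglia-like class. When both were clustered together, 531 of 7858 vehicle microglia-like cells (6.76%, 6.21 to 7.34%) fell in clusters led by corticosterone, and 224 of 15229 corticosterone cells (1.47%, 1.29 to 1.67%) fell in clusters led by vehicle. With 1 library per group, such clusters were not read as cell states.

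Expression in microglia-like cells, the comparison the design names, was taken from 32003743 vehicle UMIs and 71254985 corticosterone UMIs. Over 6603 genes with a mean CPM of at least 20, the log2 ratio of corticosterone over vehicle had a median of 0.00, a 5th percentile of -0.57 (-0.60 to -0.54) and a 95th percentile of 0.60 (0.58 to 0.64). Without the filter on low counts, the setting that moved these most, the 5th percentile was -2.15. The highest ratio was that of Cybb (ENSMUSG00000015340), which rose from 7.16 CPM (6.26 to 8.14) in vehicle to 262 CPM (258 to 266) in corticosterone, a log2 ratio of 5.19 (5.01 to 5.39). Apoe (ENSMUSG00000002985) rose from 425 CPM (418 to 432) to 4473 CPM (4458 to 4489), a log2 ratio of 3.40 (3.37 to 3.42). Il1b (ENSMUSG00000027398) rose from 28.2 CPM (26.4 to 30.1) to 290.0 CPM (286 to 294), a log2 ratio of 3.36 (3.27 to 3.46). With all cells kept, other classes included, the log2 ratios were smaller, at 2.34 for Cybb, 1.39 for Apoe and 2.20 for Il1b. Ifi204 (ENSMUSG00000073489) and Ifi207 (ENSMUSG00000073490) had log2 ratios of 3.66 and 3.38. They belong to a family of near-identical copies, and how the counting divided reads among the copies was not stated, so their separate values are uncertain. Gpr65 (ENSMUSG00000021886) had a log2 ratio of 2.85 (2.62 to 3.09).

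The lowest ratio was that of Csmd3 (ENSMUSG00000022311), which went from 147 CPM (143 to 151) to 17.6 CPM (16.6 to 18.6), a log2 ratio of -3.07 (-3.16 to -2.98). Also among the 6 lowest were Myo18b (ENSMUSG00000072720), Tef (ENSMUSG00000022389), Tnfrsf17 (ENSMUSG00000022496) and Rapsn (ENSMUSG00000002104), with log2 ratios of -2.95, -2.72, -2.65 and -2.31. All 12 genes of the rule kept their direction under the 12 alternatives computed for single genes.

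**Figure D2:**
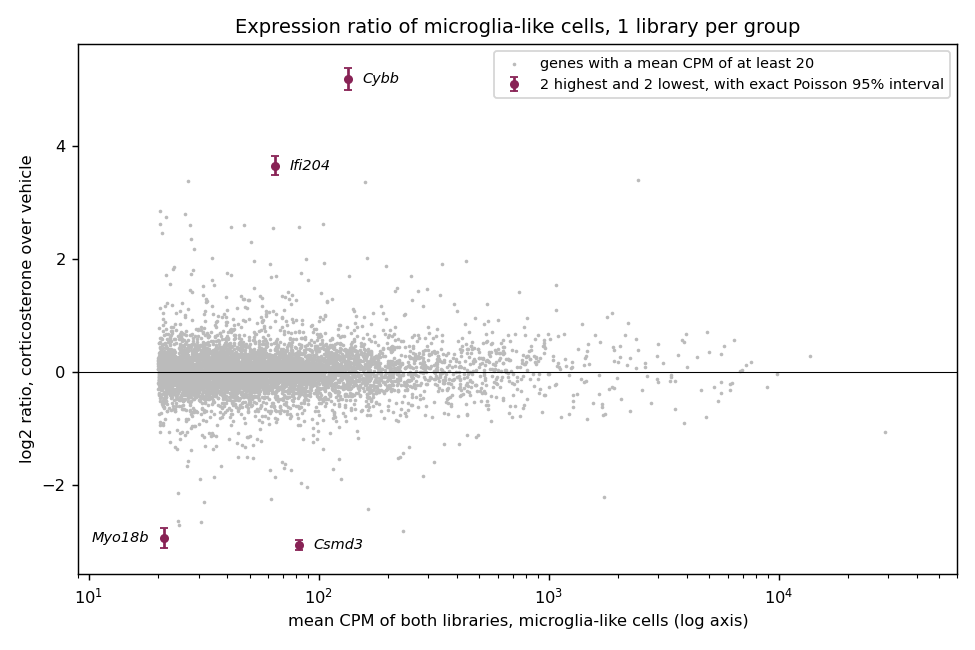
Log2 ratio of corticosterone over vehicle against mean CPM (log axis) for genes of microglia-like cells with a mean CPM of at least 20 (grey), with the 2 highest and 2 lowest named and their exact Poisson 95% intervals. Cybb stands highest at 5.19 and Csmd3 lowest at -3.07.

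Gene lists addressed the inflammatory question and other states of microglia. The extremes named for a list are members with a mean CPM of at least 20, whereas medians also hold members down to 5 CPM. The interferon response list had a median log2 ratio of 2.23 (1.43 to 2.61 over 22 genes), with 22 members higher and 0 lower, a median above those of all 10000 random lists. Its members ranged from Ly6e at 1.05 to Ifi204 at 3.66. Across the alternatives its median lay between 1.85, with all cells kept, and 2.34, and without a cluster of interferon-high cells it was 1.83. The antigen presentation list (median 0.44, 0.14 to 1.21, percentile 99.98), with Cd74 highest at 1.30 and Psmb9 lowest at 0.14, and the glycolysis list (0.39, 0.12 to 0.56, percentile 100), from Hif1a at -0.56 to Slc16a3 at 0.94, also lay at the top of the random lists. The direction of Cd74 depended on the cells taken, since its log2 ratio was -0.46 with all cells kept and -0.56 under the rule per cell. The disease-associated microglia list had a median of 0.28 (0.16 to 0.97, percentile 98.5), from Ccl6 at -1.18 to Apoe at 3.40, and the oxidative phosphorylation list 0.16 (0.09 to 0.20, percentile 96.6), from Ndufa2 at -0.12 to Atp5b at 0.60. Random lists were matched on mean expression only, whereas ratios also followed transcript length and GC content (Spearman -0.239 and 0.189). The shift fitted on both was 0.152 in size at the 95th percentile of genes. List medians of about that size may hold such a trend, which was not tested per list.

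The lists named for inflammation were mixed. The cytokine and chemokine list had a median of 0.28 with an interval that included 0 (-0.13 to 0.89, percentile 99.6), with 10 members higher and 7 lower, from Ccl9 at -1.96 to Il1b at 3.36, and adding unnamed cluster 11 brought it to 0.08. The list of NF-kB and Toll-like receptor signalling stood at 0.07 (-0.13 to 0.37, percentile 74.2), from Nfkbid at -0.76 to Tlr2 at 1.17. The inflammasome list stood at -0.13 (-0.29 to 0.36, percentile 8.14), with 3 members higher and 8 lower, from Nlrp3 at -0.31 to Il1b. Phagocytosis genes had a median of 0.34 (-0.01 to 0.67, percentile 99.4), from Gas6 at -2.04 to Mfge8 at 1.56, and complement genes 0.29 (-0.57 to 1.46, percentile 92.2), from Itgam at -0.57 to C5ar1 at 1.46.

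The homeostatic microglia list was lower in corticosterone, with a median of -0.27 (-0.52 to -0.06, percentile 0.475) and 15 of 20 members lower, from Fcrls at -2.22 to Csf1r at 0.29. Immediate early and dissociation stress genes had a median of -0.26 (-0.53 to 0.17, percentile 0.27), from Klf2 at -1.59 to Hspa8 at 0.66. Genes of this list were abundant in both libraries, Fos at 6698 CPM in vehicle and 5884 CPM in corticosterone and Jun at 9698 and 8085 CPM. The glucocorticoid response list, which asks for a direct trace of the hormone, stood at -0.06 (-0.62 to 0.44, percentile 27.8), with 5 members higher and 10 lower. It stood at 0.03 under edgeR TMM factors and 0.05 under DESeq2 size factors, which shifted the median of all genes by 0.09 and 0.11, so relative to that median the list stayed lower under both. Its members ranged from Tsc22d3 at -1.63 (-1.71 to -1.56) to Sult1a1 at 0.70. Below the minimum for extremes, the list also held Klf9 (ENSMUSG00000033863), singled out after its values were seen, which rose from 1.94 CPM (1.49 to 2.48, 62 UMIs) to 8.08 CPM (7.44 to 8.77, 576 UMIs), a log2 ratio of 2.06 (1.68 to 2.46). Tsc22d3 and Tef also follow the time of day, the labels gave no collection times, and 6 other clock genes (Dbp, Hlf, Nr1d1, Per2, Per3 and Ciart) had a median log2 ratio of -2.71. The 4 clock genes of the opposite phase with UMIs in both libraries had a median of -0.15, and 1 of these 4 was higher. Fkbp5 was at 48.5 CPM (46.1 to 50.9) in vehicle and 47.5 CPM (45.9 to 49.1) in corticosterone and was not distinguishable at this depth. Cell cycle genes, of which 7 were used, had a median of 0.07 (-1.41 to 0.67, percentile 72.3), with Pcna at -0.32 and Mcm3 at 0.07 as the extremes above 20 CPM.

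**Figure D3:**
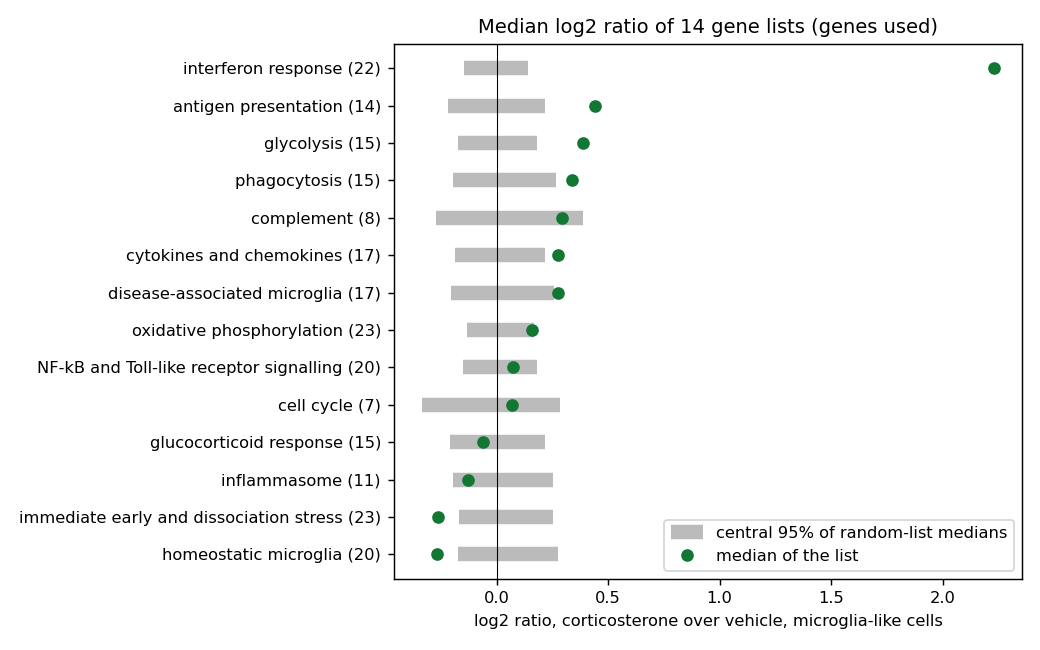
Median log2 ratio of corticosterone over vehicle in microglia-like cells for 14 gene lists (green points, number of genes used in brackets), with the central 95% of the medians of 10000 random lists (grey bars). The interferon response list lies at 2.23, and the homeostatic list at -0.27.

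Shares of microglia-like cells with at least 1 UMI were compared over 7271 vehicle and 15141 corticosterone cells thinned to 1000 UMIs, leaving out 587 and 88 shallower cells. Il1b was found in 2.35% (2.02 to 2.73%) of vehicle and 16.1% (15.5 to 16.7%) of corticosterone cells, against 5.99% and 32.1% without thinning. In erythroid cell-like barcodes, which should lack Il1b, the thinned shares were 0.769% (1 of 130, 0.0195 to 4.21%) and 16.1% (10 of 62, 8.02 to 27.7%). The other thinned shares of erythroid cell-like barcodes below rest on the same 130 and 62 barcodes. Their median depths were 3010.5 and 3843.5 UMIs, against 3369 and 4013 in microglia-like cells. The corticosterone share in microglia-like cells was thus not distinguishable from that of these few barcodes. The background is not free of microglia, since P2ry12 was found in 93.1% and 95.2% of the same barcodes. The 4 microglia markers lay there at a median of 0.792 times their microglia-like CPM in vehicle and 0.821 times in corticosterone. Microglial RNA in these barcodes would give similar shares by itself, so the comparison cannot tell whether microglia express Il1b. In neutrophil-like cells Il1b was found in 37.4% and 52.1%. Apoe was found in 23.4% (22.4 to 24.4%) and 62.6% (61.8 to 63.4%) of microglia-like cells, against 50.1% and 84.1% without thinning. In erythroid cell-like barcodes its shares were 25.4% and 66.1%. Neither microglia-like share was above these, which for the same reason does not tell whether microglia express Apoe. Tsc22d3 was found in 9.64% (8.97 to 10.3%) and 3.34% (3.06 to 3.63%) of microglia-like cells, 26.6% and 11.6% without thinning, and in 8.46% and 3.23% of erythroid cell-like barcodes. P2ry12 was found in 99.1% (98.9 to 99.3%) and 94.0% (93.6 to 94.3%), but in 99.4% and 99.6% without thinning. Ccl2 was found in 51.0% (49.9 to 52.2%) and 61.4% (60.7 to 62.2%), against 35.4% and 56.5% in erythroid cell-like barcodes and 70.1% and 79.4% without thinning. Tnf was found in 28.3% (27.3 to 29.4%) and 33.8% (33.1 to 34.6%), and in 51.3% and 63.0% without thinning. In erythroid cell-like barcodes its shares were 33.8% (25.8 to 42.7%) and 27.4% (16.9 to 40.2%), with overlapping intervals. Ccl3 went from 76.7% (75.7 to 77.7%) to 67.9% (67.2 to 68.6%), against 64.6% and 59.7% in erythroid cell-like barcodes and 89.0% and 83.8% without thinning. No order was read for Ccl4 (75.6% and 71.6%), whose CPM went the other way, from 3864 to 4128.

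**Figure D4:**
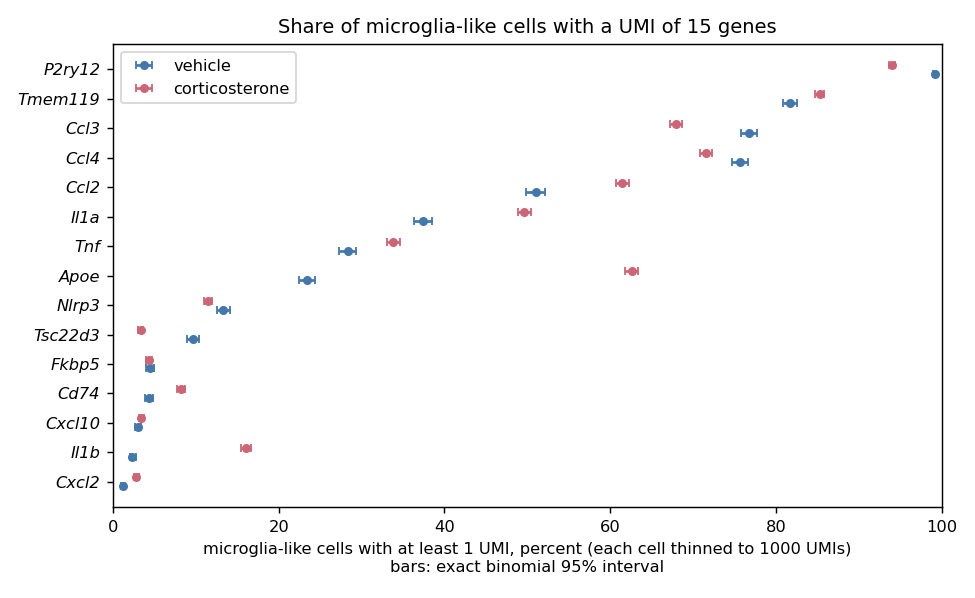
Share of microglia-like cells with at least 1 UMI (percent, each cell thinned to 1000 UMIs) for 15 genes in vehicle (blue) and corticosterone (red), with exact binomial 95% intervals. Apoe and Il1b lie farther right in corticosterone, at 62.6% and 16.1%, and Tsc22d3 farther left, at 3.34%.

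When genes were centred within each library, the microglia-like cells formed 6 clusters, and 0.0823% of the cells lay in a cluster of mostly 1 library (over 9 times as large a share of 1 library as of the other). Without centring this share was 95.4%. In each of the 6 clusters at least 1 of the 10 leading genes differed between the libraries, by between 1.505 and 4.15 on the log2 scale, so cluster sizes were not compared.

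The 5 transcripts used to read sex were alike in kind. Xist had 2 UMIs in vehicle (0.0625 CPM, 0.00757 to 0.226) and 8 in corticosterone (0.112 CPM, 0.0485 to 0.221), and Ddx3y was at 84.4 CPM (81.2 to 87.6) and 61.4 CPM (59.6 to 63.2). Eif2s3y was at 90.2 and 65.5 CPM, Uty at 25.03 and 17.7 CPM, and Kdm5d at 15.2 and 11.9 CPM.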

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

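The tests of microglial RNA in other barcodes, of free RNA and of multiplets were chosen only after the results were seen. The measurements below come from cells outside the microglia-like comparison, in the classes with at least 300 cells in each library, and were picked because the interval of a list median lay above 0. None of them has a replicate.

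In border-associated macrophage-like cells (1061 vehicle and 794 corticosterone), 5 of the 14 lists had an interval above 0. The interferon response list had a median log2 ratio of 1.62 (1.19 to 1.99) with 21 of 22 members higher in corticosterone. The disease-associated microglia list stood at 0.46, phagocytosis at 0.31, oxidative phosphorylation at 0.19 and glycolysis at 0.18. In microglia-like cells the same lists had medians of 2.23, 0.28, 0.34, 0.16 and 0.39. These lists were picked for being higher, so their shared direction is no measure of how alike the classes were. Of the other lists, the homeostatic list lay below 0 in macrophage-like cells (-0.44, -0.77 to -0.18, 1 of 20 members higher), as in microglia-like cells. The cytokine list stood at -0.14 in macrophage-like cells against 0.19 in microglia-like cells over the same 16 genes, with intervals that included 0. Whether sizes differ between the classes was not tested.

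These barcodes held transcripts of microglia markers. The 4 microglia markers Sall1, P2ry12, Tmem119 and Siglech lay at 0.820 times (0.766 to 0.864) their microglia-like CPM in vehicle and at 0.649 times (0.626 to 0.685) in corticosterone, the bounds being the lowest and highest of the 4. At the median marker level and the median UMIs of the class, these levels imply 5486 microglial UMIs in vehicle and 4307 in corticosterone. These values describe a typical barcode and are not a minimum. The smallest barcodes kept held 559 and 500 UMIs, which argues against free RNA in the suspension as the whole source in typical barcodes. Median UMIs were 2.10 times those of microglia-like cells in vehicle and 1.66 times in corticosterone, and multiplets of a microglial cell and a macrophage would raise this number. The median microglia-like cell held 3180.5 UMIs in vehicle and 4000 in corticosterone, less than the implied microglial UMIs in both. In vehicle, a macrophage paired with a single such cell therefore falls well short of the implied level. The marker level of 0.820 in vehicle lay just above the range of 0.3 to 0.8 that the test asked for, so multiplets and macrophages that transcribe these genes cannot be told apart here.

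After the implied microglial part was subtracted and the rest rescaled, 72.7% of the 22 interferon genes were still higher in corticosterone macrophage-like barcodes, between 63.6% and 86.4% over the range of marker levels. Over all 9476 genes the share was 58.8%. For the 68 genes of the other 4 lists it was 60.3%, between 48.5% and 69.1%. An earlier form of this subtraction, without rescaling, gave 90.9% and 92.6%, and it was replaced because the microglial part differed between the libraries and lifted any gene. Changes in macrophages themselves and microglial RNA in their barcodes therefore cannot be told apart for these lists. A response to corticosterone and a batch of the libraries stay open as well, untested.

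In neutrophil-like cells (430 vehicle and 397 corticosterone) the interferon response list had a median log2 ratio of 1.70 (1.34 to 2.56), with 22 of 22 members higher. The homeostatic list (-0.89, 0 of 20 members higher) and the immediate early list (-0.36, -0.72 to -0.03) lay below 0. The microglia markers lay at 0.543 and 0.356 times their microglia-like CPM. After subtraction of that part, 95.5% of the 22 genes were still higher in corticosterone at each marker level tried, against 49.7% of 8896 genes in all, which argues against microglial RNA as the whole cause. An effect of corticosterone on several cell types may underlie this, and so may a batch that raised interferon genes before or during cell isolation. The design gives 1 library per group, so batch and group cannot be told apart. The mix of the clusters pooled as neutrophil-like also differed between the libraries and was not separated.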

How the results depend on the processing

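The alternatives chosen only after seeing the data were removal of the highest Scrublet scores, counting unnamed cluster 11 as microglia-like, and leaving out the microglial cluster led by neutrophil genes. No paired analysis was possible because each group has 1 library and no difference was tested. The alternative of keeping doublets was not run, since none had been removed. For the changes below the cause was not tested, except where the construction of the alternative is named.

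The stricter cell filter, which drops shallow cells by construction, gave median UMIs of 3662.5 in vehicle and 4099.5 in corticosterone and mitochondrial shares of 2.71% and 4.11%. It also gave microglia-like shares of 78.7% and 89.5% and a vehicle macrophage-like share of 11.1%. The rule per cell asks for several microglia markers in a cell and drops cells with more than a single marker of any other class. It gave microglia-like shares of 44.0% and 60.4%, and which part of the rule lowered them was not separated. Leiden resolution 0.3 gave 76.0% in vehicle, and removal of the top 6% of Scrublet scores 85.8% in corticosterone. The microglia-like share was higher in corticosterone in each of these. Among the smaller classes and the unnamed cells, 13 values moved and 27 stayed the same. At resolution 0.3 the monocyte-like shares were 1.66% in vehicle and 0.805% in corticosterone, from a cluster also led by class II histocompatibility genes, and at resolution 1.0 0.495% and 0.403%, against 0.286% and 0.330%. The order of the unnamed shares also changed at resolution 0.3, to 6.40% and 6.56%.

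The 5th and 95th percentiles of the log2 ratios were -0.47 and 0.69 with edgeR TMM factors and -0.46 and 0.71 with DESeq2 size factors. These factors shifted the median of all genes by 0.09 and 0.11, so the log2 ratios in the text are relative to a median of 0.00 under the total. With genes of at least 5 CPM the percentiles were -0.67 and 0.65, with at least 100 CPM -0.62 and 0.66, and without a filter on low counts -2.15 and 0.86, where low counts widen the ratios by construction. The 5th percentile was -0.63 with equal weight per cell, -0.53 with all cells kept and -0.62 after thinning.

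Of the 12 genes with extreme ratios, 0 reversed under 12 alternatives, and the smallest size was 1.13, for Ifi207 with all cells kept. Membership was less stable. With all cells kept, 1 of the 6 highest and 5 of the 6 lowest were the same genes. Under the rule per cell 5 and 4 were the same, and with totals without mitochondrial and ribosomal protein genes 6 and 4, where more genes (6861 against 6603) passed the minimum. TMM and DESeq2 factors shift all genes alike, so they say nothing about the order of genes. Over the 36 genes printed with a ratio under each alternative, 308 values stayed the same, 122 moved and 2 reversed. Both were Cd74, at -0.46 with all cells kept and -0.56 under the rule per cell, against 1.30.

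Of the list medians under alternatives, 180 stayed within their interval and 2 moved. The oxidative phosphorylation list moved to 0.25 with TMM factors and 0.27 with DESeq2 factors, larger by the shift of the median of all genes. The interferon list lay between 1.85 and 2.34, and the homeostatic list between -0.27 and -0.16. The cytokine list lay between 0.05, after thinning, and 0.43. The glucocorticoid list lay between -0.16 and 0.05. Its values above 0 with TMM and DESeq2 factors (0.03 and 0.05) were smaller than the shift of the median of all genes. They are therefore no change relative to other genes. With all cells kept the glucocorticoid list also lay above 0, at 0.005, but below the median of all genes in that setting, 0.012. The cell cycle list reached -0.64 without a filter on low counts.

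Of 15 genes with a share of cells, the differences of 2 were counted as reversed without thinning. These were Nlrp3, to 0.179 percentage points from -1.83, and P2ry12, to 0.191 from -5.18. The unthinned intervals of Nlrp3 overlapped, and P2ry12 was found in nearly all cells (99.4% and 99.6%), so no direction was read from either. Another 33 values moved and 25 stayed the same. Fkbp5, not counted as reversed, also changed order. Its shares were 4.51% in vehicle and 4.36% in corticosterone after thinning, with overlapping intervals, and 16.0% and 17.8% without thinning. Without centring of genes, 95.4% of microglia-like cells lay in clusters of mostly 1 library, and after thinning 0%. With all cells kept, Uty in corticosterone was at 19.2 CPM and Eif2s3y in vehicle at 86.4 CPM. Depth limited the small classes, such as 30 and 59 monocyte-like cells, and genes under 5 CPM.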

Other observations

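The tests of sex, of neutrophil RNA, of free RNA and of multiplets were chosen only after the results were seen, and the genes singled out here beyond the fixed rule were chosen after their values were seen.

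The expression ratios of microglia-like cells were wide, with 12 named genes at a median size of 3.01 on the log2 scale. Transcript length and GC content were correlated with the ratio across genes, which are not independent replicates (Spearman -0.239 and 0.189), and a fit on both took up 3.97% of the variance. After that fit the median size of the 12 was 2.86 and all 12 kept their sign. The fit was set by genes with smaller ratios and left these 12 out. Its shift was 0.152 in size at the 95th percentile of genes. A shift that small cannot reverse genes picked for extreme ratios, so the kept signs are no test. The trend measured on the other genes was too small to make up ratios of this size. Sex differences are argued against by Xist, at most 0.112 CPM in either library, with Y-linked genes present in both. The 100 genes with the largest ratios were not concentrated on 1 chromosome, since the chromosome with the largest excess held 10 against 5.74 expected and 55.7% of 10000 random draws reached as large an excess. Whole chromosomes were counted, so a group of genes in a shorter region could not be seen. Batch stays open. The 5th to 95th percentile span of the log2 ratios of 221 neutrophil-specific genes was 1.57, against 1.31 for microglia-like genes at the same depth. For 50 genes specific to border-associated macrophage-like cells, whose barcodes also held transcripts of microglia markers, it was 3.16 against 1.23. The medians of these genes, 0.67 in neutrophil-like and 1.004 in macrophage-like cells, lay within what a smaller microglial part of the barcodes gives by itself. That part implies a shift of 0.49 (0.41 to 0.69 over the marker levels) and 0.96 (0.43 to 1.46), which moves such genes together and by itself does not widen their span. A batch, or a treatment acting on these classes, would give such spans, so these cannot be told apart. The neutrophil-like class also pooled cluster 7 (196 vehicle and 273 corticosterone cells) with cluster 8 (234 and 124). This difference in mix was not separated from the span of the neutrophil-specific genes.

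Apoe, Il1b and Cybb were higher in corticosterone microglia-like cells, at log2 ratios of 3.40, 3.36 and 5.19. RNA or cells of border-associated macrophages would bring their own markers, but the 7 markers had a median log2 ratio of -1.23 and 0 of 7 were higher, Mrc1 falling from 31.1 to 19.7 CPM. For neutrophils the median of 7 markers was -1.27 with 2 of 7 higher, and S100a8 fell from 197 to 52.9 CPM, while Csf3r, the most abundant of the 7, rose from 464 to 551 CPM. Both sources are argued against. A response to corticosterone and a batch stay open, untested.

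The interferon response in microglia-like cells was not confined to 1 cluster. Without the interferon-led cluster, which held 42 vehicle and 635 corticosterone cells and 3.08% and 16.7% of the list's UMIs, the list median was 1.83 in place of 2.23, and 21 of 22 members were still higher. A small group of interferon-high cells alone is argued against.

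The lower Tsc22d3, Per1, Nr1d2 and Tef (log2 ratios of -1.63, -1.18, -1.67 and -2.72) led to a test of the body clock, since these genes also follow the time of day. Of the clock genes not looked at beforehand, Dbp (-3.65), Hlf (-6.40, from 418 UMIs against 11), Nr1d1 (-2.68), Per2 (-2.73), Per3 (-2.44) and Ciart (-2.18) were all lower in corticosterone, with a median of -2.71. Arntl, which peaks in the opposite phase, was higher at 0.68, while Clock (-0.26, -0.35 to -0.16) and Cry1 (-2.18) were lower, against the prediction, and Nfil3 (-0.04, -0.27 to 0.19) was not distinguishable, so 1 of 4 genes of that phase went as predicted. Npas2 had 0 and 1 UMIs and gave no ratio. The median of the 4 genes was -0.15, and the difference of the medians was -2.56, below the limit of -0.5 set for the test but owed to the genes that were lower. A different phase of the day at collection may therefore explain part of the lower glucocorticoid-responsive genes, because Tsc22d3 and Per1 belong to both programmes. A lower output of the clock as a whole, or an action of corticosterone on it, would give lower genes without the opposite arm and stays open. Collection times were not stated in the labels, so the phase of collection and the treatment were not separated.

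Vehicle barcodes in the microglia-like clusters led by corticosterone could come from reads assigned to the wrong library. Of 531 such barcodes, 0.377% (2, interval 0.0456 to 1.35%) were also present in the corticosterone matrix, against 1.20% (88 of 7327, 0.964 to 1.48%) of the other vehicle microglia-like barcodes, which argues against it.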
